A study of Mus musculus with 6 samples. Its data were reported in "The m5C reader Ybx1 regulates embryonic cortical neurogenesis by promoting progenitor cell cycle progression" (2025).

How the data were processed

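RNA from cultured embryonic mouse cortical cells was measured by RNA-seq in 6 libraries, 3 from cells infected with a control lentivirus (called WT, as in the labels) and 3 from cells with Ybx1 knockdown (KD). Groups and replicate numbers were taken from the sample titles. The titles name E13.5 cortex (the embryonic day) and the series text speaks of a deletion, whereas the methods of the study describe cells cultured from that stage and infected with shRNA lentivirus, followed by puromycin, an antibiotic that kills cells without the virus. The data columns call the controls Ctrl and number them 1 to 3, and each was assigned to the WT title with the same number.

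The authors purified mRNA from total RNA and sequenced the libraries on the DNBSEQ platform. The aligner, the quantification program, the genome build and the annotation are not stated. The estimated count of each gene is given in the deposited table with 2 decimals, and between 89.3% and 89.9% of the values in a library were whole numbers. A fractional estimated count arises where a program divides reads between genes that share sequence, so genes with fractional values are less certain. The deposited TPM values, which divide by transcript length, were scaled by the authors to a sum of 1000000 per library over the genes listed. The table lists 17920 genes by Entrez Gene number and symbol, of which 99.7% matched the reference list of mouse genes and 99.1% are protein-coding. Of the remaining columns, 6 held FPKM values of the same libraries and 6 held group averages, and these 12 were not used here.

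Library totals lay between 16294635 and 16497505 estimated counts, so depth was nearly equal between groups. The 10 most counted genes took between 3.69% and 4.15% of a library. The between-library coefficient of variation estimated by edgeR was 7.7%. Replicates within a group were compared by a chi-square statistic over genes. It came to between 4.57 and 9.05 per degree of freedom, so no pair of libraries agreed within sampling noise and all 6 were counted as separate samples.

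The estimated counts were rounded to whole numbers and tested with edgeR 4.0.16 in R 4.3.3, using TMM scaling, filterByExpr with its minimum count of 10, and the quasi-likelihood F-test of KD against WT. The P values were adjusted by the Benjamini-Hochberg method over the 13669 genes tested, with a threshold of 0.05. The design had assumed whole counts, and the same test was kept. Because the quasi-likelihood test gives no standard error, SE here is the absolute log2 fold change divided by the square root of the F statistic. Normalised counts are counts on a scale of 1000000 per library (CPM), from TMM-scaled library sizes. A looser threshold, an unadjusted p of 0.05 with a 1.2-fold change, was counted as well.

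The 10 gene lists were tested with camera in limma 3.58.1, which compares the genes of a list with all other genes, two-sided, with a preset correlation between genes of 0.01, and adjusted over the 10 lists by the Benjamini-Hochberg method. Ribosomal protein genes were selected by symbol, with pseudogenes excluded. The other 9 lists were named gene by gene: translation factor, S phase, G2/M phase, radial glia, intermediate progenitor, neuron, p53 response, interferon response and integrated stress response genes. The lists overlapped little, with at most 4 members of any list shared with another. The genes named were the 6 largest rises and the 6 largest falls among genes past the threshold with a mean of at least 5 CPM and no overlap between KD and WT libraries, together with 25 genes fixed by name. These are Ybx1 and its paralogs, the m5C methyltransferase genes Nsun2 and Nsun6, target transcripts of the study, sex-linked genes, cyclin D, CDK and CDK inhibitor genes and cell type markers. Xist was not among the genes tested. A further target transcript, and the counts over the whole list of targets, are not reported here. Groups, tests, lists and all alternatives, except those said to have been added, were fixed before the data were examined.

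Whether same-numbered libraries of the groups are paired was checked on log2 CPM, by correlating over genes the deviations from the group means. The correlations were 0.35 for replicates 1, 0.32 for replicates 2 and 0.18 for replicates 3, and between -0.28 and -0.02 for libraries with different numbers. All same-numbered correlations exceeded 0.1, so the numbers pair the libraries. The labels do not say what a number marks. The series text mentions several sequencing batches over the biological replicates, and Y-linked transcripts were nearly missing from both replicate 2 libraries. A fit with the replicate number as a block was run beside the unpaired fit, which stayed the principal one because that choice had been fixed beforehand.

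Alternatives covered 3 other scalings, 2 other filters, DESeq2 1.42.0, the edgeR exact test, limma-voom, the replicate block, leaving out each library, stricter thresholds, fry (a list test that rotates the residuals of the libraries and so keeps the correlation between genes), camera with an estimated correlation, and offsets from a loess fit of each library on transcript length and GC content. Length and GC came from GENCODE M21 transcripts (GRCm38) and covered 98.5% of the genes tested. Alternatives planned only for a table without counts did not apply. Alternatives added after the data were seen were limma-trend on log2(TPM + 1) for genes with a mean TPM of at least 1, leaving out the second pair of libraries, and fry and camera with an estimated correlation in the fit with the replicate block.

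The scripts were tested on simulated data. With 200 genes changed 2-fold among 13568 genes tested, 91.8% of the changed genes were called, 14 unchanged genes were called and none of the called genes had the wrong direction. A planted list of 40 genes was called and 0 of the 9 random lists were. A planted GC trend gave 7637 calls among 13595 genes before the offsets and 4 after them. A shift of 0.1 planted in the 1126 genes with a seed site ranked in the lowest 0.006% of 15846 7-mers. It was planted in shuffled fold changes, which hold no real trend with 3' UTR sequence, so the sensitivity in the real data may be lower. The simulated genes varied independently and with the dispersions of the fit with the replicate block, so this test says nothing of correlated genes and overstates what the unpaired fit finds.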

Results

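Ybx1 is an RNA-binding protein that reads 5-methylcytosine (m5C) in mRNA. To ask how the transcriptome of embryonic cortical cells changes when Ybx1 is reduced, mRNA was sequenced from cells of the E13.5 mouse cortex (the embryonic day) that had been cultured and infected with a lentivirus, a virus that inserts into the genome, carrying a short hairpin RNA (shRNA) against Ybx1 or a control. There were 3 control (WT) and 3 knockdown (KD) libraries. The totals were 16497505, 16342301 and 16294635 estimated counts in WT replicates 1, 2 and 3, and 16359894, 16327025 and 16485356 in KD replicates 1, 2 and 3. Of 17920 listed genes, 13669 genes passed the filter on low counts. Values below are normalised counts on a scale of 1000000 per library (CPM) as mean ± SD with n = 3 libraries per group, and adjusted P values are from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment unless another method is named.

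The targeted gene was examined first. Ybx1 (Entrez Gene 22608) was at 629 ± 21 CPM in WT and 116 ± 36.8 CPM in KD, a log2 fold change of -2.43 (SE 0.18, adjusted P = 1.8e-04). The estimated counts were 10189, 9963 and 10484 in the WT libraries and 1635, 1511 and 2620 in KD replicates 1, 2 and 3. In CPM, the KD libraries kept 15.6%, 14.7% and 25.3% of the WT mean, or 18.5% ± 5.9 (SD, n = 3), and every KD library lay below every WT library. Leaving out KD replicate 3 moved the log2 fold change most, to -2.72. The hairpins described in the methods target GGTATCGCCGAAACTTCAATT and GTATCGCCGAAACTTCAATTA, and which of them these libraries carried is not stated. Both matched only Ybx1 among the annotated transcripts, in exon 7 of 8, within the coding sequence, on the minus strand of chromosome 4. The first covers positions 119279081 to 119279101 and the second positions 119279080 to 119279100 of GRCm38. The target of the control hairpin, GCATAAACCCGCCACTCATCT, matched 0 genes. Paralogs of Ybx1 did not pass the threshold. Ybx2 had a log2 fold change of -0.16 (adjusted P = 0.172) and Ybx3 of -0.02 (adjusted P = 0.777). The m5C methyltransferase genes Nsun2 (0.11, adjusted P = 0.158) and Nsun6 (-0.20, adjusted P = 0.179) also stayed above it, and the counts of Nsun6 were fractional in some libraries.

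**Figure D1:**
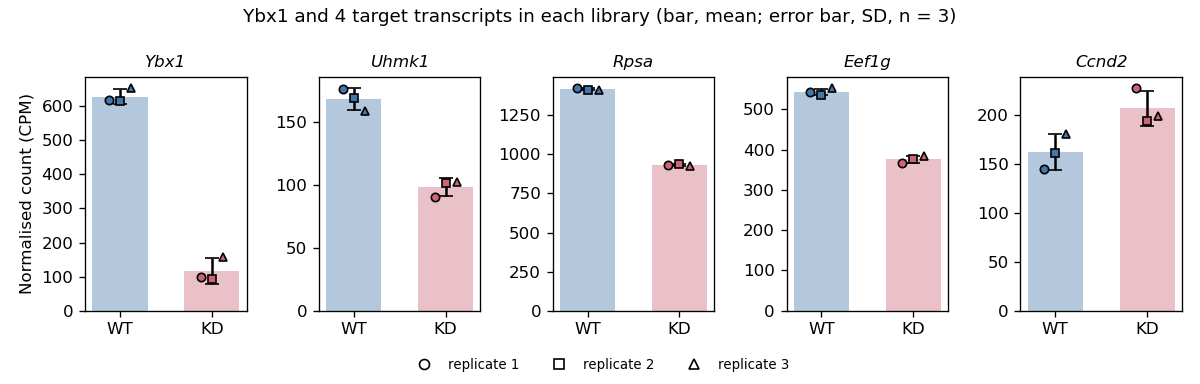
Normalised counts (CPM, vertical axis) of Ybx1 and 4 target transcripts in the WT and KD libraries, with bars for the mean, error bars for the SD and a marker for each of 3 replicates. Ybx1 fell from 629 to 116 CPM, Uhmk1, Rpsa and Eef1g were lower in every KD library, and Ccnd2 was higher in every KD library.

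Across all genes, 1646 were higher and 1631 were lower in KD, 24.0% of the 13669 genes tested. With the replicate number as a block, the counts were 2539 higher and 2470 lower. Among the other alternatives, a fold change of at least 2 as an added requirement moved these counts most and left 55 higher and 49 lower, so most changes were small. Leaving out WT replicate 2 gave 779 higher and 797 lower genes, leaving out KD replicate 2 gave 884 and 849, and leaving out KD replicate 1 gave 1098 and 1077. At an unadjusted p of 0.05 and a 1.2-fold change, 1530 genes were higher and 1504 lower. The KD and WT libraries did not overlap for 5685 genes, or 41.6% of those tested, where chance gives 10%.

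**Figure D2:**
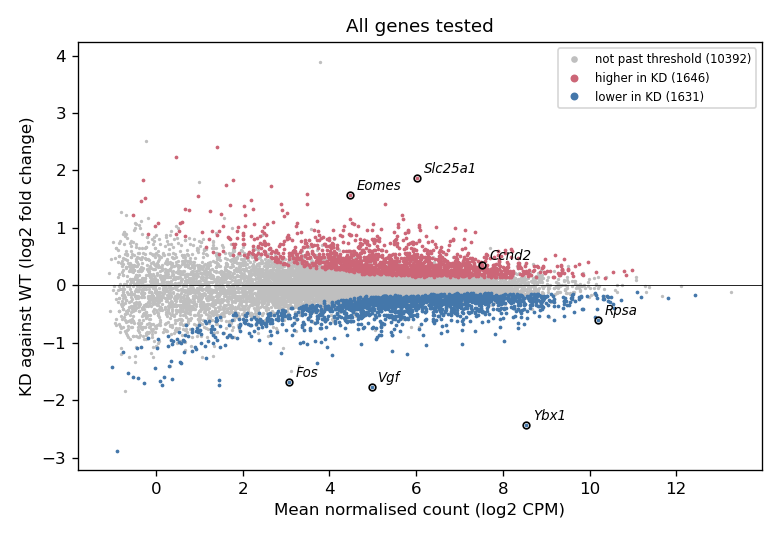
Log2 fold change of KD against WT (vertical axis) over the mean normalised count (log2 CPM, horizontal axis), with a point for each of the 13669 genes tested. Coloured points mark the 1646 genes higher and 1631 genes lower in KD, and circles mark the genes named in the plot.

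The largest rises among well-counted genes were in Slc25a1, H2bc4, Neurog2, Eomes, Insm1 and Spr. Slc25a1 rose from 28.1 ± 1.06 to 102 ± 13.2 CPM, a log2 fold change of 1.86 (SE 0.09, adjusted P = 8.7e-05). The neurogenic transcription factor gene Neurog2 rose from 5.61 ± 1.46 to 16.8 ± 2.33 CPM (1.58, SE 0.18, adjusted P = 9.0e-04). Eomes, which encodes Tbr2 and marks intermediate progenitors, rose from 11.2 ± 4.85 to 33.2 ± 11.5 CPM (1.57, SE 0.31, adjusted P = 0.00813). Insm1 had a log2 fold change of 1.42, Spr of 1.42 and H2bc4 of 1.73, all past the threshold, and the counts of the histone gene H2bc4 were fractional in some libraries. The largest falls after Ybx1 were in Vgf, Fos, LOC100862446, Arhgdib and Rcan2. Vgf fell from 48.7 ± 18 to 14.2 ± 2.39 CPM (-1.78, SE 0.26, adjusted P = 0.0024) and Fos from 12.7 ± 5.25 to 3.96 ± 0.908 CPM (-1.68, SE 0.31, adjusted P = 0.00591). Log2 fold changes were -1.36 for LOC100862446, whose counts were fractional in all libraries, -1.21 for Arhgdib and -1.19 for Rcan2. By the rule of selection, none of these genes overlapped between KD and WT libraries.

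The study picked its target transcripts in part on these samples, so their changes are not independent evidence. Of the 4 described here, 3 were lower in KD past the threshold and 1 was higher. Rpsa fell from 1416 ± 6.56 to 933 ± 5.30 CPM (-0.60, SE 0.04, adjusted P = 1.2e-04). Uhmk1 fell from 168 ± 8.70 to 98.2 ± 6.95 CPM (-0.78, SE 0.06, adjusted P = 3.1e-04) and Eef1g from 544 ± 8.23 to 376 ± 8.96 CPM (-0.53, SE 0.04, adjusted P = 2.6e-04). Ccnd2 instead rose from 162 ± 18.2 to 207 ± 17.9 CPM (0.35, SE 0.09, adjusted P = 0.0211). Its KD libraries lay between 194.5 and 227.7 CPM and its WT libraries between 144.7 and 181.0 CPM. The adjusted P of Ccnd2 was 0.0505 without WT replicate 1, 0.0745 without WT replicate 2 and 0.0584 without KD replicate 1, against a range of 9.6e-04 to 0.142 over its alternatives. Its log2 fold change lay between 0.28 and 0.44 over these. The counts of these 4 transcripts were whole numbers in every library.

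Other cell cycle genes and cell type markers were compared because the study examined progenitor proliferation. In knockout cortex it counted fewer Pax6 and Tbr2 cells and smaller shares of cells in S and G2/M phase. The measure here is RNA in cultured cells, and several of the genes below moved the other way. Cdk6 had a log2 fold change of 1.06 (SE 0.18, adjusted P = 0.00452), Cdk4 of 0.35 (SE 0.05, adjusted P = 0.00292) and Mki67 of 0.65 (SE 0.13, adjusted P = 0.00885). The CDK inhibitor genes moved apart, with Cdkn1a at -0.86 (SE 0.09, adjusted P = 6.9e-04) and Cdkn1b at 0.37 (SE 0.05, adjusted P = 0.0012). Ccnd1 (-0.13, adjusted P = 0.6), Ccnd3 (0.08, adjusted P = 0.492) and the neuronal gene Tubb3 (-0.06, adjusted P = 0.699) did not pass the threshold, and the counts of Ccnd1 and Ccnd3 were fractional in all libraries. Pax6, a radial glia marker, rose from 21.2 ± 3.59 to 32.5 ± 5.84 CPM (0.61, SE 0.15, adjusted P = 0.0185). Without WT replicate 2 its adjusted P was 0.0738, against a range of 2.5e-06 to 0.108 over its alternatives, and its counts were fractional in all libraries.

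Of the 10 gene lists, 8 passed the threshold in camera. Ribosomal protein genes had a median log2 fold change of -0.21 (82 genes tested, adjusted P = 5.3e-18), with 52 genes lower and 0 higher past the threshold, and 78 of the 82 below 0. Under the other scalings of the libraries no median changed its sign, though the neuron median was 0 with the upper quartile, and the ribosomal protein median lay between -0.23 and -0.19. Translation factor genes had a median of -0.09 over 25 genes (adjusted P = 0.00495), which was -0.03 with the length and GC offsets and -0.04 on TPM, with the call kept in both. S phase genes were at 0.40 over 43 genes (adjusted P = 2.8e-08) and G2/M phase genes at 0.38 over 53 genes (adjusted P = 2.2e-06). Without KD replicate 1 the G2/M median was 0.22. Intermediate progenitor genes were at 0.60 over 12 of 14 listed genes (adjusted P = 2.7e-08) and radial glia genes at 0.16 over 19 genes (adjusted P = 0.0346). Without a filter on low counts the intermediate progenitor median was 0.98. The p53 response genes were at -0.16 over 20 genes (adjusted P = 0.00159) and the integrated stress response genes at -0.28 over 21 genes (adjusted P = 0.0414). Some lists share genes: 4 of the p53 response genes, 2 of the G2/M phase genes and 1 each of the translation factor, radial glia, intermediate progenitor and integrated stress response genes are in another list. Rpsa is also in the ribosomal protein list and Eef1g in the translation factor list. Neuron genes (median 0.02 over 22 genes, adjusted P = 0.589) and interferon response genes (median 0.08 over 11 of 28 listed genes, adjusted P = 0.772) did not pass. The radial glia median was 0.08 without KD replicate 1 and 0.29 without KD replicate 3, the p53 median was -0.25 without KD replicate 1 and -0.30 without WT replicate 3, and the integrated stress median was -0.13 without KD replicate 1 and -0.17 without KD replicate 2. The neuron median was -0.03 without KD replicate 2, and the interferon median lay between -0.11 without KD replicate 2 and 0.17 without WT replicate 1. Without WT replicate 1 or KD replicate 1 the radial glia genes did not pass, nor did the integrated stress response genes without WT replicate 2, KD replicate 1 or KD replicate 2.

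The calls of the lists depended on the list test. Under fry without the replicate block, 3 lists passed: ribosomal protein, translation factor and intermediate progenitor genes. Under fry with the replicate block, a test chosen after seeing the data, 6 lists passed: these and the S phase, p53 response and neuron genes. With the correlation estimated for each list, 0 of the 10 passed with or without the block, whereas 8 passed with the preset correlation. That test also rests on the few residual degrees of freedom that 6 libraries leave, fewer still with the block, so it could hardly pass a list. Unlike camera, fry does not compare a list with other genes. The lost calls therefore cannot be put down to the correlation between genes alone. When the 6 libraries were split into 3 and 3 in the 9 other ways, camera with the preset correlation called between 1 and 7 lists. Each of these splits keeps 2 KD libraries in one arm, so part of any difference between KD and WT remains in it, and 6 of them put both libraries of a pair in the same arm. Ribosomal protein genes passed in 9 of the 10 splits, where the largest median size outside the real split was 0.09. Among the other 3 splits that part all 3 pairs, as the real one does, the largest median size was 0.26 for intermediate progenitor, 0.18 for S phase, 0.21 for G2/M phase, 0.04 for translation factor, 0.21 for integrated stress response, 0.13 for radial glia and 0.19 for p53 response genes. Only the p53 response genes among these reached a larger size there than in the real split. With all splits counted, the radial glia genes (0.20) did so as well. The largest size over all other splits was 0.37 for G2/M phase genes, close to their 0.38 in the real split. It was 0.27 for S phase and 0.30 for intermediate progenitor genes. The smallest camera adjusted P in another split was 8.3e-20 for G2/M phase and 2.0e-14 for S phase genes, below the real split. For intermediate progenitor genes it was 2.8e-04, above the real split.

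**Figure D3:**
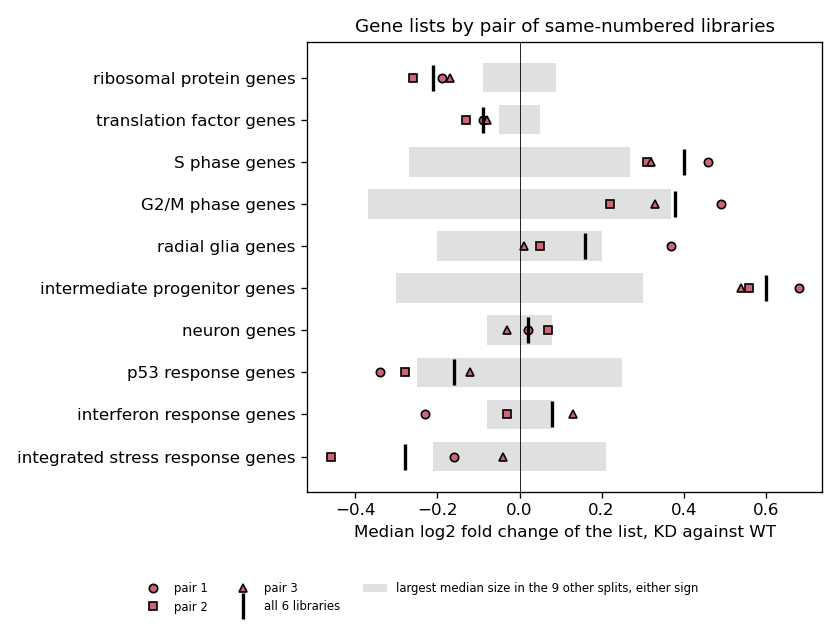
Median log2 fold change of KD against WT (horizontal axis) for each gene list, over all 6 libraries (vertical ticks) and in each pair of same-numbered libraries (markers). Grey bars give the largest median size among the 9 other splits of the libraries, which the medians of the ribosomal protein, translation factor, S phase, G2/M phase, intermediate progenitor and integrated stress response genes exceed.

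Y-linked genes served as a check of the samples. Eif2s3y had estimated counts of 405, 3 and 610 in WT replicates 1, 2 and 3 and of 490, 3 and 693 in KD. Ddx3y had 290, 1 and 449 in WT and 361, 5 and 523 in KD. Kdm5d had 345, 2 and 437 in WT and 390, 5 and 517 in KD, and Uty had 178, 8 and 166 in WT and 152, 23 and 166 in KD. Replicate 2 was therefore lowest in both groups for all 4 genes. None of the 4 passed the threshold between KD and WT, with log2 fold changes of 0.19, 0.24, 0.19 and -0.07 in the same order and adjusted P values of at least 0.896.

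**Figure D4:**
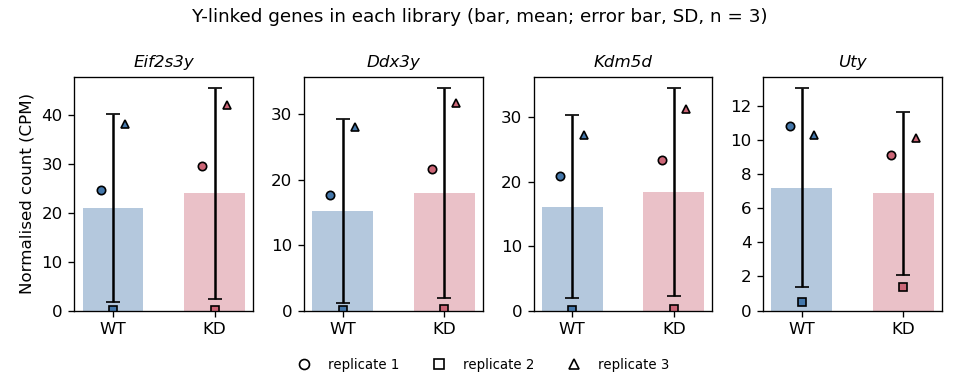
Normalised counts (CPM, vertical axis) of 4 Y-linked genes in the WT and KD libraries, with bars for the mean, error bars for the SD and a marker for each of 3 replicates. In both groups replicate 2 lies near 0 and replicates 1 and 3 lie well above it.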

Values the study reported

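The study reported 1886 upregulated and 1949 downregulated genes in the cultured E13.5 cells after Ybx1 knockdown. It reported 536 candidate targets where these genes were combined with transcripts bound by Ybx1. It obtained 9 target mRNAs that fell in all of its loss-of-function settings, counting Ybx1 itself and pseudogenes of Ybx1 and Rpsa. Ccnd2, which was higher in KD in the fit above, was one of them.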

Additional observations from a re-analysis of the deposited data

How the results depend on the processing

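The alternatives on TPM, without the second pair, and of the list tests with the replicate block were chosen after seeing the data. The alternatives for a table of FPKM, TPM or CPM, another pseudocount and no filter on low values, did not apply because counts were given. Where no cause is named below, the cause was not tested.

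Ybx1 was lower and past the threshold under all alternatives, with log2 fold changes between -2.72 and -2.29. Uhmk1, Rpsa and Eef1g were also lower and past it under all 19 alternatives, with log2 fold changes from -0.83 to -0.70, from -0.62 to -0.55 and from -0.55 to -0.48.

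The numbers of genes higher and lower were 1646 and 1631 by the principal fit. The replicate block raised them to 2539 and 2470, and the length and GC offsets with the replicate block to 2781 and 2608. The block kept all 1646 and 1631 genes. It lowered the between-library coefficient of variation from 7.7% to 4.7%. It changed no call of a list in camera, of a gene fixed by name or of the largest rises and falls. The call of Gdf1, a gene chosen after its values were seen, did change with the block. An adjusted P under 0.01 left 629 and 634 genes and a fold change of at least 2 left 55 and 49, by construction. Leaving out 1 library gave from 779 to 1612 higher and from 797 to 1583 lower genes, the fewest without WT replicate 2. Without the second pair 135 genes were higher and 93 lower, with fewer samples. Limma-trend on log2(TPM + 1) gave 2102 higher and 1051 lower genes and 964 lower at the looser threshold. It shifted the median of all genes by 0.05, and 66.7% of its calls were higher against 50.2%. Across the TMM, RLE, upper quartile and total count scalings the higher share lay between 43% and 57.9%. No alternative called a gene in the opposite direction.

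The translation factor median was -0.03 with the length and GC offsets, with or without the block, and -0.04 on TPM, and the list kept its call. Among the lists, all kept the sign of their median except the neuron and interferon response genes, neither of which passed the threshold in camera. The neuron median was -0.03 without KD replicate 2 and -0.04 without the second pair, and between -0.03 and 0.07 over the fits that each left out one library. The interferon response median was -0.05 without a filter, -0.12 on TPM and -0.09 without the second pair, and between -0.11 and 0.17 when one library was left out. Radial glia genes lost their call without WT replicate 1 or KD replicate 1, with medians from 0.08 to 0.29 over the fits without one library. Integrated stress response genes lost theirs under limma-voom (-0.30), the length and GC offsets (-0.23), without the second pair (-0.08) and without WT replicate 2 (-0.20), KD replicate 1 (-0.13) or KD replicate 2 (-0.17). Their median lay between -0.31 and -0.13 over all fits without one library.

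A list's median does not depend on the list test, only its call does. Under fry, S phase (0.40), G2/M phase (0.38), radial glia (0.16), p53 response (-0.16) and integrated stress response genes (-0.28) no longer passed. With an estimated correlation, ribosomal protein (-0.21), translation factor (-0.09) and intermediate progenitor genes (0.60) no longer passed either. In the fit with the replicate block, fry called S phase and p53 response genes but not G2/M phase (0.37), radial glia (0.15) or integrated stress response genes (-0.29), and it called neuron genes (0.03). Camera with an estimated correlation called 0 lists there, with medians of -0.15 for p53 response and 0.61 for intermediate progenitor genes.

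No single gene that changed its sign passed the threshold in either fit. Ybx3 was at 0.05 under the length and GC offsets with or without the block, 0.03 on TPM and between -0.04 and 0.01 without one library. Tubb3 was at 0.02 under those offsets and between -0.14 and 0.03 without one library. Uty was at 0.39 under limma-voom and 0.06 on TPM. Without one library, Uty ranged from -0.62 to 0.41, Ddx3y from -0.46 to 1.02, Eif2s3y from -0.49 to 0.94, Kdm5d from -0.43 to 0.80 and Ccnd1 from -0.31 to 0.06. Nsun6 (-0.24) and Ccnd3 (0.17) passed under the length and GC offsets with the block. Of the changed calls of single genes, 16 were weaker and 2 stronger, and 12 of the weaker ones came from leaving out the second pair.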

Other observations

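The tests of library scaling, shared reads and cycling cells for Ccnd2, of neuron share, and of depth for the Y-linked genes were chosen only after the result was seen.

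Only the real split of the 6 libraries gave as many genes higher or lower. It was 1 of 10 splits, which cannot give a share under 0.1, so the chance of such counts cannot be told apart from an effect by this comparison alone. The other 9 splits gave 0 genes past the adjusted threshold, and at an unadjusted p of 0.05 with a 1.2-fold change at most 316 in one direction, where again 1 of 10, the real one, gave as many higher or lower. Of the 10, 4 splits part all 3 pairs, the real one included, and the other 3 of these each exchange 1 pair. With the replicate block these 3 gave 0 genes. For gene lists, 1 of the 10 splits, the real one, had 8 lists past the threshold, but another had 7. Each other split keeps 2 KD libraries in one arm, so it retains part of any difference between KD and WT and is not a grouping without change.

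Ccnd2 was higher in KD. The study lists this transcript among those that fell in all its loss-of-function settings, the knockdown of cultured E13.5 cells included. The direction in these libraries is therefore opposite to the one the study gives for the same setting. It also reports lower levels by RT-qPCR after siRNA knockdown and in knockout cortex, and faster decay in knockout cells. Those are other samples and other measures. Library scaling is argued against, since the log2 fold change was at least 0.33 under 3 other scalings. Reads divided with similar listed genes are argued against by whole estimated counts in 6 of 6 libraries. Reads of unlisted sequences could count whole, so these are not covered. A change in effective transcript length is argued against, as the length implied by counts and TPM changed by -0.002 on the log2 scale, within a spread of 0.003, and TPM rose from 57.5 ± 6.99 to 76.3 ± 7.11 (SD, n = 3). A larger share of cycling progenitors in the KD cultures may contribute, as the S phase median was 0.40. Bulk RNA confounds cell share with expression per cell, so the share of cells and a change within cells cannot be told apart. A mislabelled library is argued against by Ybx1 itself, which was below every WT library in all 3 KD libraries.

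Ribosomal protein genes were lower in KD, by a median of -0.21 that was seen in each of the 3 pairs (-0.19, -0.26 and -0.17). Gene length and GC content are argued against as the whole cause, since the median was still -0.16 with offsets for both. Reads divided with other listed genes are argued against. The 66 members with whole counts in all libraries had a median of -0.21 and the 16 others of -0.20. Of the listed genes 99.1% are protein-coding, and reads of unlisted pseudogenes could count whole for the parent gene. Whole counts therefore cannot decide whether pseudogene reads contribute. Library scaling is argued against, since the highest median under 3 other scalings was -0.19. A lower level of these transcripts in KD remains a hypothesis. It was tested on these 6 libraries only. The list passed under fry (adjusted P = 0.00313) but not with an estimated correlation (adjusted P = 0.185). The list also includes Rpsa, which the study picked as a target.

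Cell cycle and intermediate progenitor genes were higher in KD. The study reports the other direction for cells. In knockout cortex it found fewer Pax6 and Tbr2 cells, less BrdU labelling of dividing cells, and smaller shares in S and G2/M phase. Its knockdown in the embryonic cortex also lowered the shares of Pax6 and Tbr2 cells. Those are cell counts in tissue and these are RNA levels in cultures, so the measures differ. The direction was the same in all 3 pairs, with 0.22 the lowest median of the S phase, G2/M phase and intermediate progenitor lists in any pair, so 1 pair of cultures is argued against. Length and GC content are argued against, with 0.34 the lowest median of these lists under the offsets. A lower share of neurons alone would raise radial glia and intermediate progenitor genes alike, if neurons expressed neither. The intermediate progenitor median instead exceeded the radial glia median by 0.44 (permutation test over 12 and 19 genes, 100000 resamples, two-sided p = 0.00104, genes not being independent), and by 0.31, 0.50 and 0.53 in the 3 pairs. This argues against a lower share of neurons as the whole source of the intermediate progenitor rise. It does not bear on the S phase and G2/M phase genes, for which a lower share of neurons stays open. Neuron genes went both ways, with 3 higher and 5 lower past the threshold. Were most cells neurons, a small fall in their share would hardly move these genes, so they cannot decide it. The share of neurons was not measured. A candidate explanation that stays open is a larger share or a more active state of intermediate progenitors. That the cultures differ in stage or survival was not tested.

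Short hairpins can lower transcripts with a seed match in the 3' UTR. Genes with the seed site CTTCAAT of the first Ybx1 hairpin did not fall more than genes with other sites, with 30.8% of 15846 7-mers giving a shift as low. For the second (TTCAATT) the value was 16.9%. For the control hairpin (ACTCATC) 90.5% gave a shift as high. Matches to these seeds are therefore argued against as the main source of the changes, and 7.8% and 10.4% of the genes lower in KD carried the sites, against 8.6% and 12.2% of other genes. Seeds of the other strand or of shifted hairpin ends, and effects on only some genes with a site, were not tested. The site of the control hairpin was in 9.1% of the genes higher in KD against 7.7% of other genes. In a test added after these shares were seen, 60% of the 7-mers were as enriched among the genes higher in KD as this site.

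Ybx1 was reduced least in KD replicate 3. A smaller response where more Ybx1 remained might follow. The fold changes of the third pair had a slope of 0.52 on the mean of the other pairs over 11438 genes, against 0.87 and 0.94 for the first and second pairs. The lowest of 3 slopes falls on any pair by chance in 1 of 3 cases, and the pair differs in other ways, so dose and pair cannot be told apart.

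Fos and Vgf were among the largest falls, and Nr4a1, chosen after its values were seen, was at -1.08 (adjusted P = 0.0188). Lower activity-regulated transcription may be involved. The other 25 genes of a list of such genes had a median of -0.20, with 21 below 0 and 4 lower and 0 higher past the threshold. The set passed an unadjusted 0.05 in camera but not in fry, so this stays open.

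Y-linked genes were near 0 in replicate 2 of both groups. Lower depth is argued against, since the smaller replicate 2 total was 99% of the largest library. A candidate explanation is that the embryos behind replicate 2 were of another sex. The X-linked genes Kdm6a, Kdm5c, Eif2s3x and Ddx3x, which escape inactivation, were each higher in replicate 2 than in the others in both groups, by at least 0.11 on the log2 scale. Whether same-numbered cultures come from the same embryos, or only from embryos of the same sex, was not tested. The 4 X-linked genes were chosen after the Y-linked values were seen.

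Gdf1, chosen after its values were seen, had the largest rise of all genes tested, a log2 fold change of 3.89 that missed the threshold (adjusted P = 0.0546) and passed it with the replicate block (adjusted P = 0.004). Its counts were 21, 0 and 63 in WT and 667, 604 and 0 in KD. Cers1, which overlaps it, had 1224, 1232 and 1107 in WT and 398, 436 and 1098 in KD. The sum of both genes differed by at most 1.2 times between libraries, with 1245, 1232 and 1170 in WT and 1065, 1040 and 1098 in KD, so every KD library was below every WT library. This is consistent with reads of shared sequence being assigned to one gene or the other by the quantification. The rise of Gdf1 alone cannot be read as a change in its transcript, and whether the lower sum in KD is a change of either gene was not tested.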
